# Chronic Administration of Non-Constitutive Proteasome Inhibitor Modulates Long-Term Potentiation and Glutamate Signaling-Related Gene Expression in Murine Hippocampus

**DOI:** 10.3390/ijms24098172

**Published:** 2023-05-03

**Authors:** Alexander Maltsev, Sergei Funikov, Alexander Rezvykh, Ekaterina Teterina, Vladimir Nebogatikov, Alexander Burov, Natalia Bal, Aleksey Ustyugov, Vadim Karpov, Alexey Morozov

**Keywords:** proteasome, non-constitutive proteasomes, proteasome inhibitor, ONX-0914, synaptic plasticity

## Abstract

Proteasomes degrade most intracellular proteins. Several different forms of proteasomes are known. Little is known about the role of specific proteasome forms in the central nervous system (CNS). Inhibitors targeting different proteasome forms are used in clinical practice and were shown to modulate long-term potentiation (LTP) in hippocampal slices of untreated animals. Here, to address the role of non-constitutive proteasomes in hippocampal synaptic plasticity and reveal the consequences of their continuous inhibition, we studied the effect of chronic administration of the non-constitutive proteasome inhibitor ONX-0914 on the LTP induced by two different protocols: tetanic stimulation and theta-burst stimulation (TBS). Both the tetanus- and TBS-evoked potentiation contribute to the different forms of hippocampal-dependent memory and learning. Field-excitatory postsynaptic potentials (fEPSPs) in hippocampal slices from control animals and animals treated with DMSO or ONX-0914 were compared. LTP induced by the TBS was not affected by ONX-0914 administration; however, chronic injections of ONX-0914 led to a decrease in fEPSP slopes after tetanic stimulation. The observed effects correlated with differential expression of genes involved in synaptic plasticity, glutaminergic synapse, and synaptic signaling. Obtained results indicate that non-constitutive proteasomes are likely involved in the tetanus-evoked LTP, but not the LTP occurring after TBS, supporting the relevance and complexity of the role of specific proteasomes in synaptic plasticity, memory, and learning.

## 1. Introduction

Proteasomes degrade most intracellular proteins. The 20S proteasome represents a protein complex assembled from multiple alpha and beta subunits. Three of the beta subunits: β1, β2, and β5, are catalytically active and cleave the peptide bonds after acidic, basic, and hydrophobic amino acids, correspondingly [1]. During proteasome assembly, constitutive beta subunits might be replaced by so-called «immune» analogs (β1i, β2i, and β5i), giving rise to immune or intermediate (if not all of the constitutive beta subunits were replaced) proteasomes [2]. These non-constitutive proteasomes were shown to play important roles in immune reactions as their capacity to generate MHC-I-compatible peptides is higher. Accordingly, their levels are elevated in the immune cells or can be upregulated in different somatic cells under stress or inflammatory conditions [3]. At the same time, accumulating evidence suggests an important role of non-constitutive proteasomes in various tissues in the normal state, highlighting their specific metabolic implications [2].

Non-constitutive proteasomes were revealed in different cells of the central nervous system (CNS), including astrocytes, microglia, and neurons, though in much lower quantities [4,5,6]. However, the role of these proteasomes in the brain is poorly understood. Several papers indicate that activation of non-constitutive proteasomes within the cells of the CNS is associated with inflammation and observed in neurodegenerative diseases [4,5]. Beyond that, proteasomes were demonstrated to play an important role in synaptic plasticity and memory formation [7,8,9,10]. Inhibition of the entire pool of proteasomes in the hippocampal slices with broad-specificity inhibitors (targeting both constitutive and non-constitutive proteasomes) was shown to modulate long-term potentiation (LTP), which is the most studied form of synaptic plasticity, associated with learning and memory [7,8,9]. At the same time, the molecular mechanism underlying this phenomenon is still mostly unclear, and the role of non-constitutive proteasomes in this form of plasticity was not addressed. Recently, to test the involvement of non-constitutive proteasomes in the LTP induction, we incubated the hippocampal slices obtained from untreated healthy mice with the β5i-specific inhibitor—ONX-0914 [10]. Suppressed LTP kinetics in treated samples was observed, indicating participation of the β5i-containing non-constitutive proteasomes in synaptic plasticity [10]. In the near future, non-constitutive proteasome inhibitors might be used as therapeutic opportunities in the treatment of different diseases; however, the effects of their prolonged administration on the synaptic plasticity are unknown. Therefore, we sought to study the LTP after different stimulation paradigms in hippocampal slices of animals that were receiving the ONX-0914 for a considerable amount of time. To gain insight into the molecular mechanisms, we compared patterns of gene expression in the hippocampi of control and ONX-0914-treated mice.

## 2. Results

### 2.1. Chronic Administration of ONX-0914 Modulates LTP in the Hippocampus Following Tetanic Stimulation, but Not Short Theta-Burst Stimulation

To characterize LTP kinetics, we have recorded field-excitatory postsynaptic potentials (fEPSPs) in hippocampal slices of control CD1 mice and animals treated for two months with ONX-0914 or DMSO (Figure 1a). The fEPSP slope is the tangent of the tilt angle (tg α) for the descending part of the postsynaptic response, corresponding in meaning to the rate of change in postsynaptic potentials (Figure S1). The recording of fEPSP slopes revealed that LTP kinetics induced by ‘weak’ TBS was identical in hippocampal slices in all studied groups, indicating that non-constitutive proteasomes are likely not involved in the TBS-induced synaptic plasticity (Figure 1b,c). Thus, 60 min after TBS induction, fEPSP slopes were: 141.2 ± 12.0% in the control group, 143.6 ± 8.2% in the ONX-0914-treated group, and 136.1 ± 9.8% in the DMSO-treated group (for all, n = 6, *p* ˃ 0.05, Mann–Whitney U test). Furthermore, 1 h of incubation of hippocampal slices from the three tested groups in the presence of 100 nM of ONX-0914 did not reveal any differences in the fEPSP dynamics during LTP following TBS (Figure 1b,c).

Next, we estimated the effect of prolonged ONX-0914 administration on the LTP occurring after ‘strong’ tetanic stimulation. In our previous experiments, we observed suppressed LTP kinetics in the C57BL/6 mice hippocampal slices after 1 h of incubation with 100–250 nM of ONX-0914 [10]. Here, we revealed that chronic administration of ONX-0914 to CD1 mice led to a significant decrease in fEPSP slopes after tetanic stimulation. Two hours after LTP induction, the fEPSP slope in samples from ONX-0914-treated animals was 141.0 ± 16.2%, while in control non-injected or DMSO-treated CD1 mice, the slopes were 195.4 ± 6.8% and 188.9 ± 13.4%, respectively (for all, n = 6, *p* ˂ 0.05, Mann–Whitney U test, vs. ONX-injected group) (Figure 1b,c). The incubation of slices with 100 nM of ONX-0914 leveled the differences in all groups, showing the impairment of synaptic plasticity in control non-injected (fEPSP slope 126.9 ± 9.0%) or DMSO-injected CD1 mice (fEPSP slope 127.5 ± 10.1%) during transient non-constitutive proteasome blockade (for all, n = 6, *p* ˂ 0.05, Mann–Whitney U test, vs. untreated slices) (Figure 1b,c).

### 2.2. Chronic Administration of ONX-0914 Results in Altered Expression of Glutamate Signaling-Related Genes

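Hippocampal RNA was sequenced in 7 libraries from male mice of the outbred CD1 stock. Control (untreated) mice gave 3 libraries (replicates 1 to 3), DMSO-treated mice gave 2 (replicates 2 and 3) and ONX-0914-treated mice gave 2 (replicates 1 and 2). ONX-0914, an inhibitor of the immunoproteasome, was injected at 10 mg/kg, 2 times per week over 2 months, and DMSO, the vehicle, was injected on the same schedule. These numbers of libraries are those of the points in Fig. 2a, while the methods give a larger number of mice per group and do not say which of them were sequenced. The authors prepared directional libraries, sequenced them single-end and deposited the number of reads counted on each gene in each library, as whole-number counts without normalization, for 55416 Ensembl gene identifiers. The aligner, the counting program and its strand setting, the genome build and the annotation are not named in the paper's text. Therefore, no coordinates are given, and counts of antisense genes, pseudogenes and near-identical paralogs are uncertain. Gene symbols were taken from the GENCODE M21 annotation, which holds 52135 of the identifiers and 99.829% of the counts.
The total count on genes was 2913608, 3754590 and 3776096 in control replicates 1, 2 and 3. It was 3877006 and 2842675 in DMSO replicates 2 and 3, and 3854624 and 13782270 in ONX-0914 replicates 1 and 2. Hence, one ONX-0914 library was sequenced more deeply than any other, and the medians per group were 3754590, 3359840.5 and 8818447. The 10 most abundant genes took 6.62% of the counts in ONX-0914 replicate 2 and 4.09% to 4.37% in the other libraries, and mitochondrially encoded genes took 3.71% there and 0.82% to 1.59% elsewhere. A chi-square test of the counts of each pair of libraries gave a statistic per degree of freedom, where copies give 0 and 2 samplings of the same library about 1. It was between 2.63 and 3.40 within the control and DMSO groups and 84.9 between the ONX-0914 libraries. For the 16 pairs from different groups it was between 3.295 and 66.0. Where libraries differ, the statistic grows with depth, so the depth of ONX-0914 replicate 2 raises the values of its pairs. ONX-0914 replicate 1 gave 20.28 to 25.21 against the control and DMSO libraries.
Differential expression was computed with edgeR, after the paper's methods. The counts of 13152 genes passed edgeR's filterByExpr, library sizes were scaled by TMM, and one quasi-likelihood model with a mean per group was fitted over all 7 libraries, so that the groups shared one estimate of the spread per gene. DEG are genes with a Benjamini–Hochberg FDR under 0.05. The filter, the scaling and the libraries in the fit are not stated in the paper's text, and the number of DEG depended on them. With 2 libraries in each treated group, a gene's spread under ONX-0914 rests on a single difference.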

To address the molecular mechanism behind LTP modulation, we performed RNA-seq of hippocampi obtained from control (untreated), ONX-0914-, and DMSO-treated animals. The analysis of RNA-seq data showed a significant difference in gene expression profiles in samples from ONX-0914-treated animals compared with samples from both DMSO-treated and control mice, which can be seen in multidimensional scaling (Figure 2a). 

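Distances between libraries were computed as in an MDS plot, as the root-mean-square of the 500 largest log2 differences of each pair in counts scaled to library size (CPM). The control libraries lay 1.44 to 1.57 from each other, the DMSO libraries 1.57 from each other, and control and DMSO libraries 1.60 to 1.83 apart. ONX-0914 replicate 1 lay 2.47 to 2.66 from the control and DMSO libraries, and ONX-0914 replicate 2 lay 2.53 to 2.81 from them. Both ONX-0914 libraries were thus farther from the other groups than those groups were from each other. The distance between the ONX-0914 libraries themselves, 2.91, was the largest of all pairs, and it remained the largest in each of the 5 alternative calculations tried, the lowest value being 2.02 with 2000 genes per pair. No test was run on these distances, and the treated groups hold 2 libraries each.

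**Figure D1:**
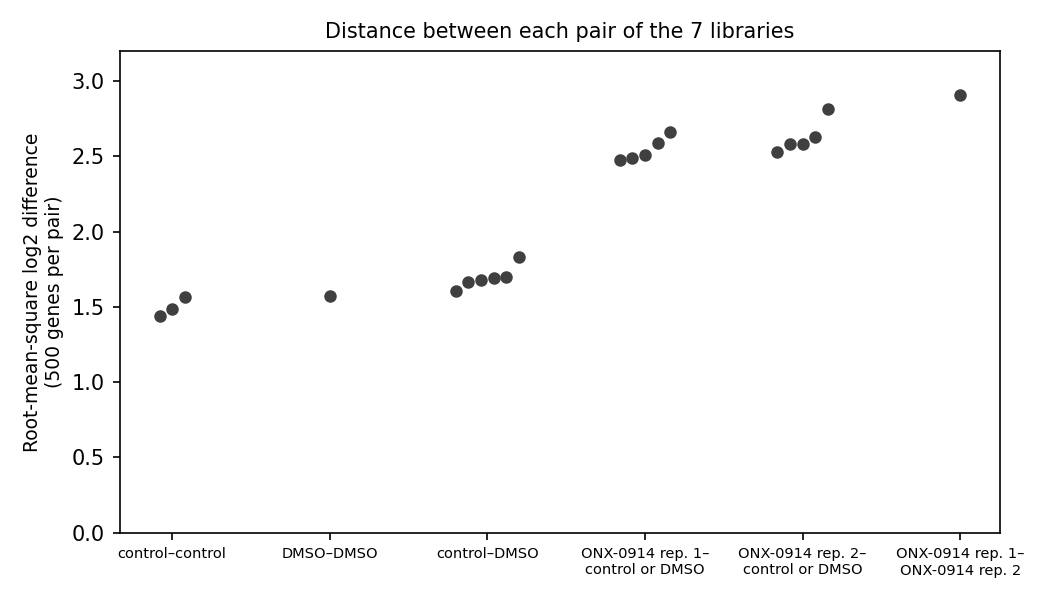
Root-mean-square log2 difference (500 genes per pair, vertical axis, from 0) between each pair of the 7 libraries, with 1 point per pair, grouped along the horizontal axis by the groups of the pair. Pairs within and between the control and DMSO groups lie between 1.44 and 1.83, pairs with 1 ONX-0914 library between 2.47 and 2.81, and the pair of ONX-0914 libraries at 2.91.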

The performed analysis revealed 304 differentially expressed genes (DEG, FDR < 0.05) after ONX-0914 administration, while only 12 DEG were observed following DMSO treatment (Figure 2b). 

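Among the 13152 genes tested, 15 were DEG between ONX-0914-treated and control mice, 5 higher and 10 lower with ONX-0914, and 2 were DEG between DMSO-treated and control mice, 1 higher and 1 lower. Unadjusted p-values under 0.05 were obtained for 2447 and 349 genes in these comparisons, where 658 would be due to chance. At an FDR under 0.1, the numbers were 194 and 2. Between ONX-0914-treated and DMSO-treated mice, 6 genes were DEG, 1 higher and 5 lower with ONX-0914, and 5 of them were among the 15. The number for ONX-0914 moved most when no filter on low counts was applied, to 578 DEG among 26822 genes, and DESeq2 called 388. When any single control library was left out, no gene was called, with 1424 to 1554 genes at an unadjusted p under 0.05, and leaving out either DMSO library left 3 DEG. The number for DMSO rose from 2 to 131 without ONX-0914 replicate 1 and to 146 without ONX-0914 replicate 2, and it was 0 without any single control library, with 170 to 236 genes at an unadjusted p under 0.05.
Among the 15 DEG, the largest increases were in Cwc22 (ENSMUSG00000027014), with a Log2FC of 3.49 (standard error 0.359, FDR = 0.0199, edgeR's quasi-likelihood test), in 1500015A07Rik (ENSMUSG00000098702), with 3.17 (standard error 0.345, FDR = 0.0199, same edgeR test), and in Kitl (ENSMUSG00000019966), with 3.01 (standard error 0.319, FDR = 0.0199, same edgeR test). With DMSO against control, Cwc22 had a Log2FC of 2.82 (FDR = 0.176, edgeR) and 1500015A07Rik one of 3.96 (FDR = 0.0161, edgeR). The largest decreases were in AC165951.1 (ENSMUSG00000117786), Krt2 (ENSMUSG00000064201) and Gm26644 (ENSMUSG00000097683). AC165951.1 had 63 to 81 counts in the control libraries, 0 in both DMSO libraries and 0 and 2 in the ONX-0914 libraries, an expression at least 43.9-fold lower with ONX-0914 (FDR = 0.00657, edgeR). Krt2 had a Log2FC of −3.29 (standard error 0.391, FDR = 0.0336, edgeR) and Gm26644 one of −3.14 (standard error 0.255, FDR = 0.00898, edgeR). AC165951.1 and 1500015A07Rik, the DEG of the DMSO comparison, are annotated as antisense, and their counts depend on the strand setting of the counting.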

A set of DEG has been confirmed by quantitative PCR (data not shown). 

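Of the 15 DEG between ONX-0914-treated and control mice, 11 are annotated as protein-coding, among them Igfbp4, Kitl, Cwc22, Krt2 and Sstr3. The other 4 are the antisense genes AC165951.1 and 1500015A07Rik and the lincRNA genes Gm26644 and 3300002P13Rik. Both DEG of the DMSO comparison were also DEG with ONX-0914 and are not protein-coding, so all 11 protein-coding genes met the condition of no call with DMSO alone. Among these 11, Cwc22 came closest to a call with DMSO. Its level was 25.2 ± 2.58 CPM (SD, n = 3) in control, 178 ± 51.9 CPM (SD, n = 2) in DMSO-treated and 283 ± 160 CPM (SD, n = 2) in ONX-0914-treated mice. Fitted to the control and ONX-0914 libraries alone, the model called none of the 11 (1864 genes with an unadjusted p under 0.05).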

For further characterization, we kept 271 protein-coding genes whose expression was not affected by DMSO without ONX-0914 treatment (Figure 2b). Among the DEG in hippocampi of ONX-914-treated mice, 110 and 161 demonstrated downregulation and upregulation, respectively (Figure 2b,c). 

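Of the 11 protein-coding DEG, 7 were lower and 4 higher with ONX-0914. Igfbp4, Sstr3 and Krt2 are among the lower ones, and the higher ones were Kitl, Cwc22, Dpp10 and Bend6. In each of the 11, both ONX-0914 libraries lay on the same side of all 3 control libraries. Over all tested genes, 2140 (16.3%) had both ONX-0914 libraries below all control libraries and 2229 (16.9%) had both above. Chance gives 10% for each side if the libraries of both groups vary alike. The ONX-0914 libraries lay farther apart than the control libraries (2.91 against 1.44 to 1.57), which by itself raises these percentages. The excess over 10% is therefore not evidence of a shared change. Among the 194 genes at an FDR under 0.1, 117 were lower and 77 higher. With DESeq2, 223 protein-coding DEG were lower and 135 higher. Counted after seeing the data, 198 were lower and 314 higher without a filter on low counts, 118 and 136 with the likelihood-ratio test of the compared groups, and 102 and 122 with the exact test. The split of the 15 DEG depended on the scaling, since with total counts in place of TMM 8 of 14 DEG were higher and 6 lower.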

Notably, all the observed DEG showed expression level changes not less than 2-fold (Log2FC = 1 or −1), indicating that chronic administration of ONX-0914 results in pronounced gene expression alterations (Figure 2c).

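The smallest absolute Log2FC among the 15 DEG was 1.35 (Kbtbd11), so each of them changed more than 2-fold. Among the settings that called more genes, the smallest was 0.603 with DESeq2 and 0.81 without a filter on low counts, and, in tests of the compared groups chosen after seeing the data, 0.86 with the likelihood-ratio test and 0.862 with the exact test. A test of whether the change exceeds 2-fold, edgeR's glmTreat, called 2 genes. The median Log2FC of all tested genes was 0.05 with TMM and 0.19 with total counts only. Of 15 gene symbols read in the volcano plot of Fig. 2c, 14 had an identifier, 6 passed the filter on low counts, and none of the 6 was called. Lefty1 had 18 to 24 counts in the control libraries and 0 in both ONX-0914 libraries, an expression at least 13.5-fold lower (FDR = 0.0747, edgeR). Gm5487 was at least 9.80-fold lower and Gm10874 at least 4.60-fold lower. Rps2-ps10, a pseudogene, was at least 12.7-fold higher (FDR = 0.0508, edgeR). Adora2a had 52.9 CPM in ONX-0914 replicate 1 and 2.05 CPM in replicate 2, against 1.54 ± 0.574 CPM (SD, n = 3) in control, and its Log2FC fell from 4.01 to 0.36 without replicate 1. Baiap2l1 had 0 counts in replicate 1 and 25.6 CPM in replicate 2, at least 14.2-fold above control on average, and 17.7 and 5.00 CPM in the DMSO libraries.
The other 8 genes were not tested because too few libraries held enough counts. In ONX-0914 replicates 1 and 2, Tnnt1 had 101 and 2.12 CPM, Shox2 90.1 and 0.0661 CPM, Six3 27.7 and 1.06 CPM, Pax7 17.6 and 0 CPM, and Irx2 11.3 and 0.0661 CPM, so the level of each rests on replicate 1. Chil3 had 0.252 and 3.17 CPM, Scd4 3.77 and 1.52 CPM, and 3110053B16Rik 0.755 and 1.12 CPM. In the control libraries, these 8 genes had between 0 and 1.43 CPM.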

Among the genes that exhibited the most significant expression changes, we observed a drastic decrease in expression levels of genes encoding a vesicular glutamate transporter, VGLUT3 (*Slc17a8*, Log2FC = −1.79), glutamate receptors including NMDA receptor (*Grin2b*, Log2FC = −1.05) and AMPA (*Gria1*, Log2FC = −1.57, and *Gria2*, Log2FC = −1.01), as well as glutamate metabotropic receptor (*Grm4*, Log2FC = −1.5) (FDR for all genes < 0.05). 

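Expression of these genes was lower in both ONX-0914 libraries than in all 3 control libraries, except for Grm4. Slc17a8 (ENSMUSG00000019935), the gene of VGLUT3, fell from 7.96 ± 1.68 CPM (SD, n = 3) in control to 2.26 ± 0.013 CPM (SD, n = 2), with a Log2FC of −1.82 (standard error 0.337, FDR = 0.0742, edgeR's quasi-likelihood test). Grin2b (ENSMUSG00000030209) fell from 700 ± 57.7 to 332 ± 24.5 CPM, with a Log2FC of −1.07 (standard error 0.182, FDR = 0.0727, edgeR). Gria1 (ENSMUSG00000020524) fell from 1763 ± 83.8 to 581 ± 121 CPM, with a Log2FC of −1.60 (standard error 0.228, FDR = 0.051, edgeR). Gria2 (ENSMUSG00000033981) fell from 925 ± 47.9 to 449 ± 125 CPM, with a Log2FC of −1.04 (standard error 0.222, FDR = 0.0992, edgeR). Grm4 (ENSMUSG00000063239) was higher with ONX-0914, at 39.8 and 16.7 CPM in replicates 1 and 2 against 6.92 ± 1.55 CPM (SD, n = 3) in control, with a Log2FC of 1.99 (standard error 0.398, FDR = 0.0848, edgeR). The Log2FC of Grm4 was 1.25 without ONX-0914 replicate 1 and 2.51 without replicate 2, the lowest and highest values over its alternatives. Against the DMSO libraries, the Log2FC was −1.47 for Slc17a8, −0.72 for Grin2b, −1.35 for Gria1, −1.04 for Gria2 and 1.91 for Grm4, with FDR values of 0.101 to 0.199 (edgeR). None of the 5 genes passed an FDR of 0.05 in either comparison. With DESeq2 in place of edgeR, all 5 passed it against control, with FDR values between 1.95e-09 and 0.02, and over all alternatives their FDR values reached up to 0.397.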

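Map2k1, Htr1a and Chrna2 were lower in both ONX-0914 libraries than in all 3 control libraries and both DMSO libraries. Map2k1 (ENSMUSG00000004936) fell from 694 ± 70.6 CPM (SD, n = 3) in control to 308 ± 84.1 CPM (SD, n = 2), with a Log2FC of −1.17 (standard error 0.224, FDR = 0.0756, edgeR's quasi-likelihood test). Htr1a (ENSMUSG00000021721) fell from 50.9 ± 4.37 to 20.8 ± 5.55 CPM, with a Log2FC of −1.27 (standard error 0.217, FDR = 0.0728, edgeR). Chrna2 (ENSMUSG00000022041) was detected with 8 to 16 counts in the control libraries and with 1 and 12 counts in ONX-0914 replicates 1 and 2, which correspond to 3.42 ± 0.858 CPM (SD, n = 3) and 0.252 and 0.793 CPM, and its Log2FC was −2.36 (standard error 0.537, FDR = 0.108, edgeR). Without ONX-0914 replicate 2 its Log2FC was −3.61, and without replicate 1 it was −2.10.
Of these 3 genes together with Slc17a8, Grin2b, Gria1, Gria2 and Grm4, none was called over all genes tested, and 7 had an FDR under 0.1. Adjusted over the list alone, all 8 were called, but the study chose these genes on the same libraries, so this count is not independent evidence.

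**Figure D2:**
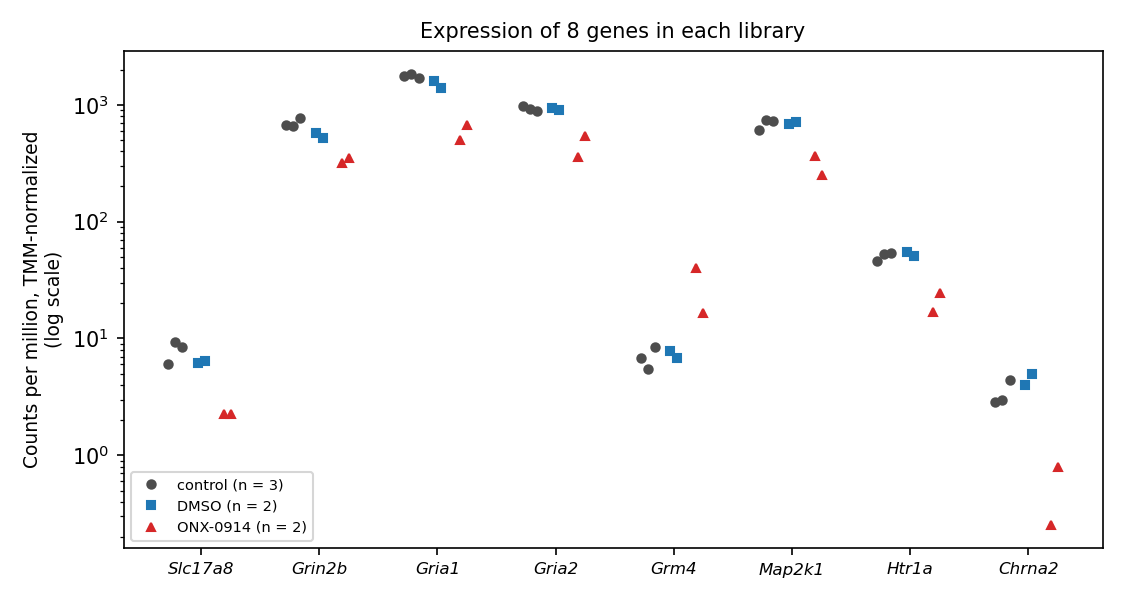
TMM-normalized counts in CPM (vertical axis, log scale) of 8 genes in each of the 7 libraries, with 1 point per library and no averages drawn. Grm4 is the gene with both ONX-0914 points (39.8 and 16.7 CPM) above the control and DMSO points, while for the other 7 genes both ONX-0914 points lie below them.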

We also observed significant downregulation of mitogen-activated protein kinase 1 (*Map2k1*, Log2FC = −1.15), G protein-coupled receptor for serotonin (*Htr1a*, Log2FC = −1.24), cholinergic receptor nicotinic alpha 2 subunit (*Chrna2*, Log2FC = −2.34), and the downregulation of alpha-synuclein (*Snca*, Log2FC = −1.47) (FDR for all genes < 0.05). To annotate DEG in terms of molecular pathways in which gene products are involved, we performed the Gene Set Enrichment Analysis (GSEA). As a result, we observed that the most enriched categories in terms of Gene Ontology (GO) biological processes were: “regulation of postsynaptic membrane potential” (FDR = 8.44 × 10^−6^), “regulation of synapse structure or activity” (FDR = 4.09 × 10^−6^), and “synaptic signaling” (FDR = 7.08 × 10^−9^). It is known that the LTP is induced by stimulation of glutamatergic synapses [11]. Notably, many DEG were enriched in “glutamatergic synapse” (FDR = 2.99 × 10^−7^) and “glutamate receptor activity” (FDR = 8.39 × 10^−7^) in terms of GO cellular component and GO molecular function, respectively (Figure 2d). 

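The gene lists behind these GO terms were not used here. In their place, the 26 genes of the ionotropic and metabotropic glutamate receptor families were taken by their symbols. Of these, 24 were tested, of which 13 had a positive and 11 a negative Log2FC between ONX-0914-treated and control mice, with a median of 0.03. None was called, 4 had an FDR under 0.1, and 8 were called when adjusted over the list alone, although the study had picked 5 of the 26 from the same libraries. Both ONX-0914 libraries lay below all control libraries for 6 of the 26 genes and above them for 4. Tests of the set for a shift in a shared direction did not reach an adjusted p of 0.05 (adjusted p = 0.294 over 5 lists, limma's camera with an inter-gene correlation of 0.01; adjusted p = 0.16 with fry and adjusted p = 0.432 with an estimated correlation). The median was −0.09 without ONX-0914 replicate 1, 0.00 without control replicate 1 or without control replicate 3, and 0.17 with total counts in place of TMM. With DMSO against control, 20 of the 24 genes were lower and 4 higher, with a median Log2FC of −0.14 (adjusted p = 0.0172 with limma's camera, but adjusted p = 0.203 with fry and adjusted p = 0.214 with an estimated correlation), and none was called among 349 genes at an unadjusted p under 0.05.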

The most enriched KEGG pathways by DEG were “long-term potentiation” (FDR = 0.003) and “glutamatergic synapse” (FDR = 0.0003). We observed that 8 of 9 significantly enriched categories in both GO and KEGG terms exhibited a decreasing trend of their expression (more than 50% of genes that fall into these categories show Log2FC < 0).

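Fig. 2d draws 70 genes, 40 in red (higher) and 30 in blue (lower). All 30 blue genes were below all 3 control libraries in both ONX-0914 libraries, and 39 of the 40 red genes were above them in both. The median Log2FC was −1.25 for the blue genes and 1.70 for the red genes, and the medians of the separate libraries were −1.26 and −1.29 for the blue genes and 1.61 and 1.28 for the red genes in ONX-0914 replicates 1 and 2. Of the blue genes, 1 was called and 23 had an FDR under 0.1, while none of the red genes was called and 13 had an FDR under 0.1 (edgeR's quasi-likelihood test). Adjusted over each list alone, all 30 blue and all 40 red genes passed, but these genes were chosen by the study from the same libraries. DESeq2 called 28 of the blue and 34 of the red genes. With DMSO against control, the medians were −0.14 for the blue and 0.08 for the red genes. The paper links the lower LTP to lower expression of genes that act in glutamatergic synapses, including those of VGLUT3 and of NMDA and AMPA receptors. It proposes that prolonged treatment with ONX-0914 can act on LTP through the expression of such genes and downstream signaling. It also reports lower LTP after short incubation of slices from control animals with ONX-0914, for which it leaves mechanisms other than gene expression open.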

## 3. Discussion

Long-term potentiation (LTP) is considered one of the most important tissues’ correlates for learning and memory. It occurs in the hippocampal CA1 dendrites after high-frequency stimulation of presynaptic Shaffer’s collaterals from the CA3 layer [12,13]. The LTP is widely used as a quantitative parameter in modeling memory impairments and screening for potential protectors against these disorders. Thus, the prevention of damaging factor-induced LTP inhibition, in turn, partially compensates for cognitive deficits in various experimental models of cognitive impairments, including behavioral changes caused by the neurodegenerative diseases [7,8,12]. One of the key mechanisms for the LTP maintenance at the level of individual neurons is a change in the activity of cellular proteins, including ion channels, receptors, and functional enzymes, which provides the increased excitability of postsynaptic endings for a considerable time after the impact on the afferent pathways [7,13]. In several publications using broad-specificity proteasome inhibitors, it was shown that proteasomes participate in the induction of LTP [9]. However, the role of specific forms of proteasomes was not investigated. Previously, we demonstrated that the non-constitutive proteasome inhibitor ONX-0914 suppressed the LTP induction in hippocampal slices obtained from healthy mice [10]. To gain more information on the role of non-constitutive proteasomes in the CNS, and since non-constitutive proteasome inhibitors represent promising therapeutic agents [14] being evaluated in clinical trials as possible drugs against severe human pathologies, we sought to study the effect of chronic administration of the ONX-0914 on the LTP. To this end, we used two different stimulation paradigms: ‘weak’ theta-burst stimulation (TBS) or ‘strong’ tetanic (tetanus) stimulation of CA3-CA1 inputs. Phillips et al. demonstrated that molecular mechanisms for LTP arising from the TBS and tetanic stimulation are distinct, which can be useful to optimize the hippocampal circuit’s functioning and behavioral performance [15]. Following TBS, we observed no changes in the LTP kinetics in hippocampal slices obtained from control and inhibitor-treated CD1 animals. Interestingly, a previous report indicated strengthening of the LTP after TBS following incubation with a broad-specificity proteasome inhibitor [8]. No effect of ONX-0914 in our experiments suggests that non-constitutive proteasomes might not be involved in the TBS-induced synaptic plasticity and that different forms of proteasomes are likely differently implicated in the TBS-evoked plasticity in the CA3-CA1 synapses. On the other hand, the LTP was significantly suppressed in the hippocampi of ONX-0914-treated but not control mice following tetanic stimulation, which was in line with our previous findings. This effect might be associated with several mechanisms. After experiments with broad-specificity proteasome inhibitors, Fonseca and coauthors proposed that LTP modulation is associated with the disturbed balance between synthesis and degradation of proteins that affect plasticity [7]. On the other hand, non-constitutive proteasomes were shown to modulate the expression of various genes [16], including those involved in regulation of the inflammation [17], which in turn can influence the LTP [18]. Analysis of hippocampal transcriptomes of ONX-0914-treated animals revealed significant expression level changes and repression of genes involved in synaptic signaling. Of note, genes encoding glutamate transporter VGLUT3 and glutamate receptors NMDA and AMPA were significantly downregulated. The importance of these genes relies on the fact that the LTP is induced by the stimulation of glutamatergic synapses composed of NMDA and AMPA receptors. Changes in the glutamate release, AMPA receptor properties, and the number were proposed as potential mechanisms of LTP expression [19]. Moreover, G protein-coupled receptors for serotonin were demonstrated to influence the synaptic plasticity via modulation of NMDA receptor activity [20]. Furthermore, it has been shown that conditional expression of a mutant form of MEK1 (encoded by *Map2k1*) in the postnatal murine forebrain inhibited ERK activation and caused selective deficits in the translation-dependent, transcription-independent phase of hippocampal LTP [21]. Therefore, our data indicate that chronic administration of ONX-0914 can affect LTP by modulation of expression of several key genes, involved in the regulation of glutamatergic synapse activity and downstream signaling pathways. Interestingly, upon 1 h of incubation of slices obtained from control animals with the inhibitor, we also observed decreased LTP after tetanic stimulation. Since the incubation time with the ONX-0914 was rather short, one cannot exclude that activation of mechanisms other than gene expression modulation led to the decreased LTP. Here, recently discovered neuronal membrane-specific proteasomes could be mentioned [22,23]. These proteasomes are integrated into the neuronal membrane and are required for learning-induced behavioral plasticity. Since neuronal membrane-specific proteasomes are exposed to the extracellular environment, the observed effect of LTP modulation after short-term incubation of hippocampal slices from untreated animals with the ONX-0914 might be partially associated with changes in the activity of these complexes. Thus, it would be interesting to address the influence of the ONX-0914 on membrane-specific proteasomes in more detail.

## 4. Materials and Methods

### 4.1. Animals

Male aged-matched outbred CD1 mice were used in the study. Mice were maintained under SPF conditions at the Center for Collective Use of the Institute of Physiologically Active Compounds, Russian Academy of Sciences (#FFSN-2021-0005). Animals were housed in groups of five per cage in a standard environment (12 h light/dark cycle, 18–26 °C room temperature, and 30–70% relative humidity) with food and water ad libitum. Work with animals was carried out in accordance with the “Rules of laboratory practice in the Russian Federation”, dated 01.04.2016, No. 199n.

### 4.2. Administration of ONX-0914

Mice were either receiving 10 mg/kg of ONX-0914 (Apexbio, Houston, TX, USA) [24] (n = 6) or an equal volume of DMSO (n = 6) intraperitoneally twice a week during a two-month period. An additional group of CD1 animals (n = 6) received no treatment.

### 4.3. Preparation and Treatment of Hippocampal Slices

Animals were anesthetized by sevoflurane and decapitated. Brains were quickly submerged in ice-cold dissection solution (124 mM NaCl, 3 mM KCl, 1.25 mM NaH_2_PO_4_, 26 mM NaHCO_3_, 0.5 mM CaCl_2_, 7 mM MgCl_2_, and 10 mM D-glucose, pH equilibrated with 95% O_2_—5% CO_2_). Parasagittal hippocampal slices (350 µm thickness) were prepared using a vibratome (Leica VT1000S, Wetzlar, Germany) and immediately transferred to a recording solution (ACSF, composition as above, except the CaCl_2_ and MgCl_2_ concentrations were adjusted to 2.5 and 1.3 mM, respectively). Slices were heated to 34 °C in a water bath for 40 min and then kept at room temperature. Additionally, hippocampal slices were incubated for 1 h with (ONX-treated groups) or without (control groups) ONX-0914 (100 nM in the ASCF solution).

### 4.4. Electrophysiology

Hippocampal slices were perfused by a continuous ACSF flow (approximately 4 mL/min) at 32–33 °C. Electrophysiological recordings were carried out using a SliceMaster system (Scientifica, Uckfield, UK). Field-excitatory postsynaptic potentials (fEPSPs) were recorded from *Stratum radiatum* in the CA1 area using glass microelectrodes (1–2 MΩ) filled with the chamber solution. Baseline synaptic responses were evoked by paired-pulse stimulation of the Schaffer collaterals with a 50 ms interval at 0.033 Hz, with a bipolar electrode. The test stimulation intensity was adjusted to evoke fEPSPs with an amplitude of 50% of the maximal and was kept constant throughout the experiment. TBS contained 4 trains with 4 stimuli per each train, spaced 30 s apart, as in [13], while ‘strong’ tetanic stimulation (tetanus) was performed with four 100 Hz trains spaced 5 min apart, as in [10]. The data were recorded and analyzed by Spike2 and SigmaPlot 11.0 (Systat Software Inc., San Jose, CA, USA). For statistical analysis, the first 2 min after TBS or tetanus induction, intermediate 58–60 min, and 118–120 min for both stimulation paradigms were used. The average values of the fEPSP slopes during 20 min (1 measure every 30 s, total 40 sweeps) before the induction of LTP were taken as 100% (control) (Figure S1). For baseline responses, the appropriate fEPSP slopes during the test stimulation throughout the experiment were evaluated. The electrophysiological experiments were carried out using equipment of the Research Resource Center # 40606 of IHNA and NPh RAS ‘Functional Brain Mapping’.

### 4.5. RNA Extraction and RNA-Seq

RNA extraction, libraries’ preparation for RNA-seq, and differential gene expression analysis were performed as described in [25]. Briefly, total RNA was extracted using the Extract RNA reagent (Evrogen, Moscow, Russia). The RNA Integrity Number (RIN) of all RNA samples was not less than 8, as measured by the Agilent BioAnalyzer 2100 using an RNA 600 nano kit (Agilent Technologies, Santa Clara, CA, USA). Libraries for RNA-seq were prepared using the NEBNext^®^ Ultra™ II Directional RNA Library Prep Kit for Illumina (New England Biolabs, Ipswich, MA, USA), according to the manufacturer’s guidelines. One hundred bp single-end sequencing was conducted on an Illumina NextSeq 2000 platform (Illumina, San Diego, CA, USA). Differential expression calculations were performed in R language with the edgeR package using a quasi-likelihood, negative binomial, generalized log-linear model (glmQLFtest function) [26]. Successive multiple corrections of *p*-values were calculated using the Benjamini–Hochberg method. Gene Set Enrichment Analysis (GSEA) was performed using ShinyGO [27].

## 5. Conclusions

The obtained results indicated that the chronic intraperitoneal administration of a non-constitutive proteasome inhibitor affected the tetanus-evoked LTP, but not the LTP occurring after the ‘weak’ theta-burst stimulation. Though putative unspecific side effects of the inhibitor could not be entirely ruled out, our data indicated possible engagement of non-constitutive proteasomes and highlighted their role in the modulation of neuronal plasticity in the central nervous system. Moreover, these effects should be taken into consideration when broad-specificity and form-specific proteasome inhibitors are administered.

## Figures and Tables

**Figure 1:**
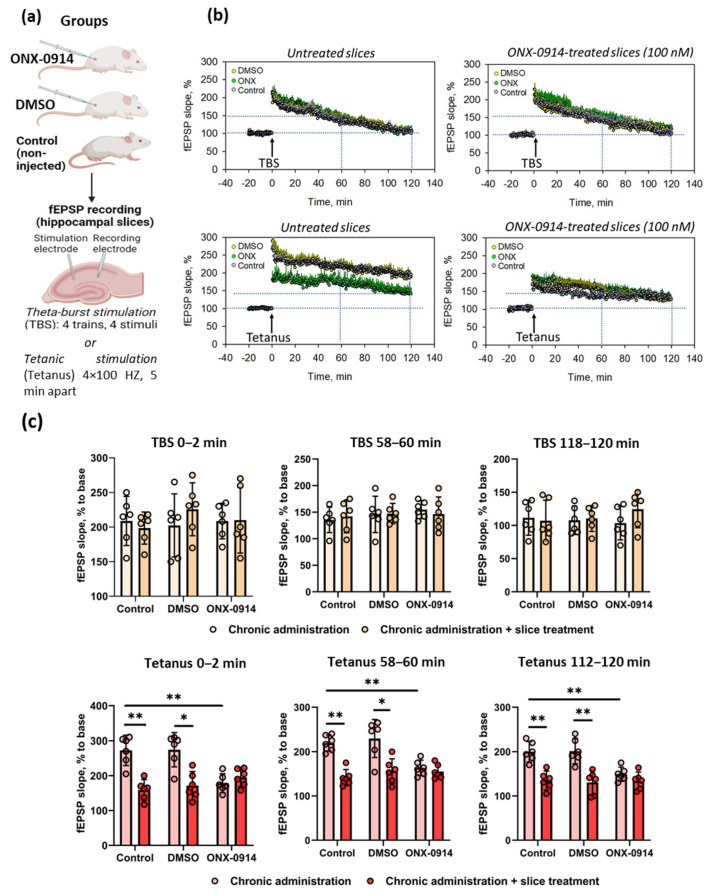
Long-term pharmacological inhibition of non-constitutive proteasomes modulates plasticity in the hippocampus after tetanic stimulation, but not after short theta-burst stimulation. (**a**) Graphic representation of the experimental design. (**b**) Left panel: Long-term potentiation (LTP) induced by theta-burst stimulation (TBS) or tetanic stimulation of hippocampal slices obtained from control animals and mice chronically (2 months) treated with DMSO or 10 mg/kg of ONX-0914. Right panel: LTP after TBS or tetanic stimulation of hippocampal slices obtained from control animals and mice chronically (2 months) treated with DMSO or 10 mg/kg of ONX-0914 following additional treatment with 100 nM of ONX-0914 for 1 h. Dynamic changes of fEPSP slopes are shown in (**c**). fEPSP slope at the early (0–2 min), middle (58–60 min), or late (118–120 min) stage of LTP. Quantitative assessment of data (**b**). Statistical significance was tested using the Mann–Whitney U test, * *p* ˂ 0.05, ** *p* ˂ 0.05.

**Figure 2:**
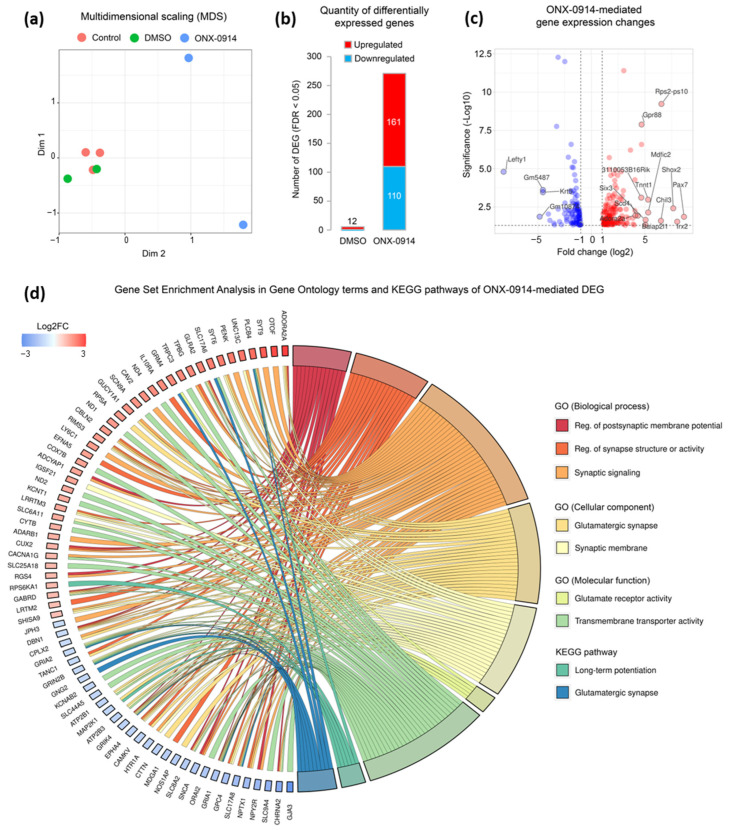
Chronic administration of ONX-0914 influences the gene expression profile in mouse hippocampus. (**a**) Multidimensional scaling (MDS) plot of pairwise distances calculated using root-mean-square of Log2FC values for all studied samples, including those from DMSO- and ONX-0914-treated mice. (**b**) Number of differentially expressed genes (DEG) after DMSO and ONX-0914 treatment (FDR < 0.05). (**c**) Volcano plot demonstrating dynamics of gene expression changes (upregulation and downregulation) after chronic administration of ONX-0914 in comparison to non-treated mice. (**d**) Gene Set Enrichment Analysis (GSEA) in Gene Ontology terms and KEGG pathways. Gene Ontology terms include three categories—biological function (molecular events and pathways in which gene products are involved), cellular component (the parts of a cell or its extracellular environment in which the gene product operates), and molecular function (the specific activity of a gene product at the molecular level). KEGG pathways represent a systematic analysis of gene functions, linking genomic information with higher-order functional information. The circular plot depicts DEG linked to enriched functional categories. Only terms and pathways with an enrichment FDR not less than 0.01 are shown. Genes are shown with their expression level changes (Log2FC, FDR < 0.05).

## Data Availability

RNA-seq data reported in this study are deposited in NCBI GEO under the number GSE229000.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ijms24098172/s1.

## References

[1] Morozov A.V., Karpov V.L. (2018). Biological consequences of structural and functional proteasome diversity. Heliyon.

[2] Guillaume B., Chapiro J., Stroobant V., Colau D., Van Holle B., Parvizi G., Bousquet-Dubouch M.P., Théate I., Parmentier N., Van den Eynde B.J. (2010). Two abundant proteasome subtypes that uniquely process some antigens presented by HLA class I molecules. Proc. Natl. Acad. Sci. USA.

[3] Ferrington D.A., Gregerson D.S. (2012). Immunoproteasomes: Structure, function, and antigen presentation. Prog. Mol. Biol. Transl. Sci..

[4] Díaz-Hernández M., Hernández F., Martín-Aparicio E., Gómez-Ramos P., Morán M.A., Castaño J.G., Ferrer I., Avila J., Lucas J.J. (2003). Neuronal induction of the immunoproteasome in Huntington’s disease. J. Neurosci..

[5] Orre M., Kamphuis W., Dooves S., Kooijman L., Chan E.T., Kirk C.J., Dimayuga Smith V., Koot S., Mamber C., Jansen A.H. (2013). Reactive glia show increased immunoproteasome activity in Alzheimer’s disease. Brain.

[6] van Scheppingen J., Broekaart D.W., Scholl T., Zuidberg M.R., Anink J.J., Spliet W.G., van Rijen P.C., Czech T., Hainfellner J.A., Feucht M. (2016). Dysregulation of the (immuno)proteasome pathway in malformations of cortical development. J. Neuroinflammation.

[7] Fonseca R., Vabulas R.M., Hartl F.U., Bonhoeffer T., Nägerl U.V. (2006). A balance of protein synthesis and proteasome-dependent degradation determines the maintenance of LTP. Neuron.

[8] Dong C., Upadhya S.C., Ding L., Smith T.K., Hegde A.N. (2008). Proteasome inhibition enhances the induction and impairs the maintenance of late-phase long-term potentiation. Learn. Mem..

[9] Türker F., Cook E.K., Margolis S.S. (2021). The proteasome and its role in the nervous system. Cell Chem. Biol..

[10] Maltsev A., Funikov S., Burov A., Spasskaya D., Ignatyuk V., Astakhova T., Lyupina Y., Deikin A., Tutyaeva V., Bal N. (2021). Immunoproteasome Inhibitor ONX-0914 Affects Long-Term Potentiation in Murine Hippocampus. J. Neuroimmune Pharmacol..

[11] Bashir Z.I., Bortolotto Z.A., Davies C.H., Berretta N., Irving A.J., Seal A.J., Henley J.M., Jane D.E., Watkins J.C., Collingridge G.L. (1993). Induction of LTP in the hippocampus needs synaptic activation of glutamate metabotropic receptors. Nature.

[12] Malleret G., Alarcon J.M., Martel G., Takizawa S., Vronskaya S., Yin D., Chen I.Z., Kandel E.R., Shumyatsky G.P. (2010). Bidirectional regulation of hippocampal long-term synaptic plasticity and its influence on opposing forms of memory. J. Neurosci..

[13] Maltsev A., Roshchin M., Bezprozvanny I., Smirnov I., Vlasova O., Balaban P., Borodinova A. (2023). Bidirectional regulation by “star forces”: Ionotropic astrocyte’s optical stimulation suppresses synaptic plasticity, metabotropic one strikes back. Hippocampus.

[14] Basler M., Mundt S., Muchamuel T., Moll C., Jiang J., Groettrup M., Kirk C.J. (2014). Inhibition of the immunoproteasome ameliorates experimental autoimmune encephalomyelitis. EMBO Mol. Med..

[15] Phillips K.G., Hardingham N.R., Fox K. (2008). Postsynaptic action potentials are required for nitric-oxide-dependent long-term potentiation in CA1 neurons of adult GluR1 knock-out and wild-type mice. J. Neurosci..

[16] De Verteuil D.A., Rouette A., Hardy M.-P., Lavallée S., Trofimov A., Gaucher E., Perreault C. (2014). Immunoproteasomes Shape the Transcriptome and Regulate the Function of Dendritic Cells. J. Immunol..

[17] Wagner L.K., Gilling K.E., Schormann E., Kloetzel P.M., Heppner F.L., Krüger E., Prokop S. (2017). Immunoproteasome deficiency alters microglial cytokine response and improves cognitive deficits in Alzheimer’s disease-like APPPS1 mice. Acta Neuropathol. Commun..

[18] Min S.S., Quan H.Y., Ma J., Han J.S., Jeon B.H., Seol G.H. (2009). Chronic brain inflammation impairs two forms of long-term potentiation in the rat hippocampal CA1 area. Neurosci. Lett..

[19] Bliss T.V.P., Collingridge G.L. (2013). Expression of NMDA receptor-dependent LTP in the hippocampus: Bridging the divide. Mol. Brain.

[20] Parmar S., Tadavarty R., Sastry B.R. (2021). G-protein coupled receptors and synaptic plasticity in sleep deprivation. World J. Psychiatry.

[21] Kelleher R.J., Govindarajan A., Jung H.Y., Kang H., Tonegawa S. (2004). Translational control by MAPK signaling in long-term synaptic plasticity and memory. Cell.

[22] Ramachandran K.V., Margolis S.S. (2017). A mammalian nervous-system-specific plasma membrane proteasome complex that modulates neuronal function. Nat. Struct. Mol. Biol..

[23] He H.Y., Ahsan A., Bera R., McLain N., Faulkner R., Ramachandran K.V., Margolis S.S., Cline H.T. (2023). Neuronal membrane proteasomes regulate neuronal circuit activity in vivo and are required for learning-induced behavioral plasticity. Proc. Natl. Acad. Sci. USA.

[24] Muchamuel T., Basler M., Aujay M.A., Suzuki E., Kalim K.W., Lauer C., Sylvain C., Ring E.R., Shields J., Jiang J. (2009). A selective inhibitor of the immunoproteasome subunit LMP7 blocks cytokine production and attenuates progression of experimental arthritis. Nat. Med..

[25] Funikov S.Y., Rezvykh A.P., Mazin P.V., Morozov A.V., Maltsev A.V., Chicheva M.M., Vikhareva E.A., Evgen’ev M.B., Ustyugov A.A. (2018). FUS(1-359) transgenic mice as a model of ALS: Pathophysiological and molecular aspects of the proteinopathy. Neurogenetics.

[26] Robinson M.D., McCarthy D.J., Smyth G.K. (2010). edgeR: A Bioconductor package for differential expression analysis of digital gene expression data. Bioinformatics.

[27] Ge S.X., Jung D., Yao R. (2020). ShinyGO: A graphical gene-set enrichment tool for animals and plants. Bioinformatics.

# Supplementary material for: Chronic Administration of Non-Constitutive Proteasome Inhibitor Modulates Long-Term Potentiation and Glutamate Signaling-Related Gene Expression in Murine Hippocampus
**Source:** Int J Mol Sci. 2023 May 3;24(9):8172. doi: 10.3390/ijms24098172
**Supplement:** Supplementary file 1

## Supplement

The fEPSP slope represents the tangent of the tilt angle ( $\text{tg } \alpha$ ) for the descending part of the postsynaptic response, corresponding in meaning to the rate of change in postsynaptic potentials. The 100% slope corresponds to the tangent of the tilt angle for the postsynaptic responses before the tetanus or TBS induction in the same slice, whereby an increase in the slope above 100% corresponds to a potentiation caused by one or another electrical stimulation protocol.

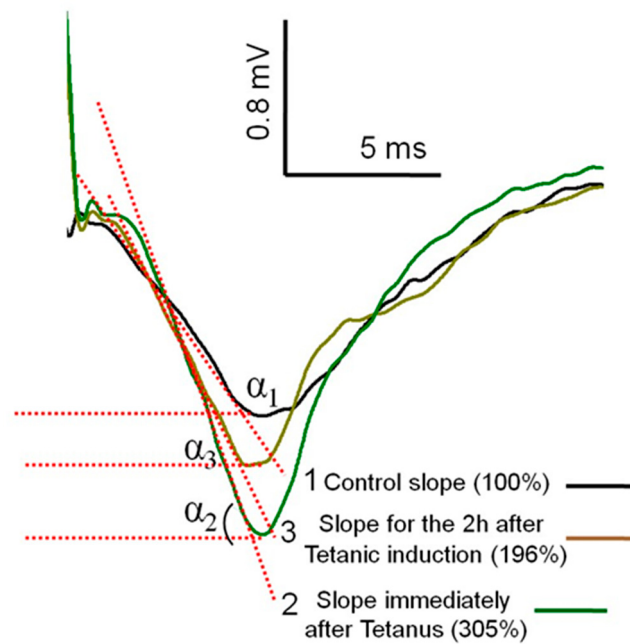

**Figure S1.** The fEPSP slope estimation in the CA3-CA1 synaptic inputs of hippocampal slices. There are representative recordings for the fEPSP responses in the same slice for: 1 – control recording, before Tetanic induction (black curve), 2 – immediately after Tetanic induction (green curve), and 3 – the 2h after Tetanic induction (dark yellow curve). The fEPSP slope is the tangent of the tilt angle ( $\alpha_1$ ,  $\alpha_2$ , and  $\alpha_3$  for the 1st, 2d, and 3d state of slice throughout experiment, respectively) for the descending part of the postsynaptic response. The average values of the slopes during 20 min (1 measure every 30 s, total 40 sweeps) before the induction of LTP were taken as 100% (control).

How the deposited data were processed for this re-analysis (not part of the article)

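RNA-seq of mouse hippocampus was analysed in 7 libraries, 3 from control, 2 from DMSO-treated and 2 from ONX-0914-treated mice. The electrophysiological recordings of the paper were not analysed here. The authors deposited raw read counts per gene and library, 1 file per library, with summary lines for the reads that were not assigned to a gene. The names of these lines are those of a common counting program, but the program, the aligner, the genome build and the annotation are not named in the paper's text. Of the reads in the summary lines and on genes, 89.6% to 91.4% were assigned to genes, 4.75% to 6.49% overlapped no gene and 3.75% to 3.92% were ambiguous. The unassigned reads stayed out of the library sizes and the tests. Of the 55416 gene identifiers, 28594 had no count in any library. Gene symbols and gene types came from the GENCODE M21 annotation. Xist had 0 to 3 counts per library, and the Y-linked genes Ddx3y, Uty, Kdm5d and Eif2s3y were detected in all 7 libraries.

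Counts were analysed in R 4.3.3 with edgeR 4.0.16. Genes were filtered by filterByExpr over the 3 groups, library sizes were scaled by TMM with factors between 0.965 and 1.10, and glmQLFit and glmQLFTest were applied to a design with 1 mean per group, followed by Benjamini–Hochberg adjustment and a threshold of 0.05. The common biological coefficient of variation was 0.249. Log2FC values are those of the model, with a prior count of 0.125, and their standard errors come from the quasi-likelihood F statistics. CPM values were computed from the deposited counts with TMM-scaled library sizes. A gene with at most 3 counts in every library of a group was given a bound against 3 counts in place of a Log2FC. These limits cover counting error only. Distances between libraries used log2 CPM with a prior count of 2 and 500 genes per pair.

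The genes named were fixed before the data were examined: each gene with a Log2FC in the paper's text, the genes labelled in Fig. 2c, the immunoproteasome genes Psmb8, Psmb9 and Psmb10, and the 3 largest increases and 3 largest decreases among the DEG in which both ONX-0914 libraries lay on the same side of all control libraries. The results of 2 of these genes are not reported here. Some of the other called genes were named after their values were seen, as were single genes of the lists below. Gene lists fixed at the same time were the glutamate receptors, the genes of Fig. 2d, the proteasome subunits, the mitochondrially encoded protein genes, and 13 marker lists for striatum, thalamus and midbrain, neocortex, dentate gyrus, CA1, CA3, choroid plexus, blood, microglia, oligodendrocytes, astrocytes, endothelium and immediate early genes. Lists of neutrophil genes and of further neocortical genes were added after the first results, before their own values were seen. Lists were tested with camera and fry of limma 3.58.1, with Benjamini–Hochberg adjustment over the 13 marker lists and separately over the 5 lists of glutamate receptors, mitochondrially encoded genes and proteasome subunits (immunoproteasome, constitutive catalytic, core and cap), and per library their median log2 difference from the control mean was set against 10000 random lists matched on mean expression.

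Alternatives to the main settings were DESeq2 1.42.0, limma voom, RLE size factors, total counts without further scaling, no filter on low counts, at least 10 counts in every library, a model of the compared groups alone, the earlier form of the edgeR quasi-likelihood fit, robust estimation, mitochondrial genes left out, glmTreat with a 2-fold change, an absolute Log2FC of at least 1, a prior count of 2, the replicate number as a block, a comparison with the 5 libraries without ONX-0914, and leaving out each library in turn. After seeing the data, edgeR's likelihood-ratio test and exact test were added, also with a filter of over 1 CPM in 2 libraries, and a correction for gene length. The edgeR steps were tested on simulated counts with 200 genes changed by known amounts. With the spread of all 7 libraries, 132 of them (66%) were recovered among 12713 genes, including 118 (88.1%) of the 134 that changed by a log2 value of 2 or more, with 11 false calls among 143. With the spread of the control and DMSO libraries alone, 183 (91.5%) were recovered among 12671 genes, with 23 false calls among 206. GO and KEGG enrichment, ShinyGO and the qPCR of the paper were not analysed here. One label of Fig. 2c could not be read, and Mdfic2 had no matching identifier.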

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

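The tests of outside tissue, of library size and of treatment for the striatal and thalamic genes, of library preparation, of base composition and of parent genes for the pseudogenes, and of the vehicle for the immediate early genes were chosen only after these results were seen. Each result below concerns genes or a contrast that the paper does not discuss and stands above or below the level in the control libraries.

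In ONX-0914 replicate 1, genes of thalamus and midbrain that the paper does not show had a median log2 difference of 3.58 from control, or 2.78 with genes at the limit of 3 counts set to it. All 14 genes of the list, 5 of which the paper shows, were above all control libraries in this replicate and 5 of them in ONX-0914 replicate 2. Of the 14, the control libraries held over 3 counts of 7 in every library, and none is in another marker list. Among the most abundant, Prkcd had 36.0 to 40.1 CPM in control and 315 CPM in replicate 1, Tcf7l2 had 4.63 to 6.33 and 107 CPM, and Slc17a6 had 20.2 to 29.5 and 177 CPM, while ONX-0914 replicate 2 had 25.1, 3.77 and 39.9 CPM. The striatum list had a median of 2.44 in replicate 1 and 0.32 in replicate 2. The control libraries held over 3 counts of 8 of its 14 genes, the paper shows 4, and Ppp1r1b had 125 to 151 CPM in control, 740 CPM in replicate 1 and 52.9 CPM in replicate 2. Library size does not account for the difference, since the thalamic median was still 3.01 after all libraries were thinned to the size of the smallest, 2842675 counts. Tissue from outside the hippocampus in that sample is a candidate explanation, consistent with the CA1 and dentate gyrus lists, which were lower in the same library, with medians of −1.69 and −2.06. An effect of ONX-0914 cannot be told apart from it, because the pattern rests on 1 library, and the same thalamic genes had a median of −0.53 in the only other treated one. Of the genes of Fig. 2c, Tnnt1, Shox2, Pax7 and Irx2 are in the thalamus and midbrain list and Adora2a and Six3 in the striatum list.

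In ONX-0914 replicate 2, the blood genes had a median log2 difference of 4.67 from control, against 1.47 in ONX-0914 replicate 1 and 0.07 to 0.41 in the DMSO libraries. Hba-a1 had 13.2 to 18.0 CPM in control, 49.8 CPM in ONX-0914 replicate 1 and 332 CPM in ONX-0914 replicate 2, and Hbb-bs had 9.27 to 17.7, 25.9 and 388 CPM. Haemoglobin genes have near-identical paralogs, so single genes of the list are uncertain. The control libraries held over 3 counts of 4 of the 5 listed genes, and the study picked none of them. The median was 4.59 after thinning, which argues against library size. Blood in that sample may account for it, because 11 of 12 neutrophil genes, none of which had over 3 counts in all control libraries, were above all control libraries there, with a median log2 difference of 1.53 (0.152 with genes at the limit of 3 counts set to it) and a summed level of 22.9 CPM against 1.07 to 3.02 CPM in the other 6 libraries. The most abundant neutrophil genes there were Lcn2 and S100a8, at 7.27 and 5.55 CPM. No other list holds the neutrophil genes, and the study picked none of them. Whether the amount of blood differed through treatment or through dissection was not tested.

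Also in ONX-0914 replicate 2, the 187 tested processed pseudogenes had a median log2 difference of −2.03 from control (−1.13 with genes at the limit of 3 counts set to it), while the other 6 libraries lay between −0.30 and 0.61. The median was still −1.66 after thinning, and protein-coding genes matched to them in length and GC content rose by 0.55, so neither library size nor these properties account for it. A library preparation or read processing that differed for this sample is a candidate explanation. It is consistent with a dependence of the log2 difference on the purine content of protein-coding genes in this library alone, with Spearman's rho of −0.23 across genes, which are not independent replicates, and of −0.01 to 0.04 in the other 6 libraries. With that dependence removed, the pseudogenes were still at −1.64, which argues against base composition as the whole cause. Reads shared between pseudogenes and their parent genes cannot be told apart from other changes of the parents, whose median difference was −0.14, with 12 of 30 higher. The paper and the sample labels name no batch, and no biological explanation was tested.

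Between DMSO-treated and control mice, the 10 immediate early genes had a median Log2FC of 1.02. All 10 were higher, and 10 and 9 of them lay above all control libraries in DMSO replicates 2 and 3, where the medians were 1.15 and 1.02. The adjusted p of the list was 6.23e-27 with camera, 0.0292 with an estimated correlation and 0.127 with fry. No single gene was called among 349 genes at an unadjusted p under 0.05, and 6 were called when adjusted over the list alone. Control libraries held over 3 counts of 9 of the 10 genes, no other list holds them and the study picked none. The most abundant, Arc, had 88.9 to 107 CPM in control, 448 and 345 CPM with DMSO, and 34.5 and 66.0 CPM with ONX-0914, and it was a DEG between ONX-0914 and DMSO (FDR = 0.0371, edgeR). Genes matched in length and GC content had a median of −0.046, and the lower of the DMSO libraries kept a median of 0.97 after thinning, which argues against these properties and against library size. An effect of vehicle injection alike in both injected groups is argued against by the median of −1.15 for ONX-0914 against DMSO. A difference in neuronal activity or in handling before dissection, or an effect of DMSO that ONX-0914 counters, was not tested and stays open.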

How the results depend on the processing

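The alternatives below were set before the data were examined, except the likelihood-ratio tests, the exact tests, the gene length correction and those marked as such, which were chosen after seeing the data. The number of DEG between ONX-0914-treated and control mice, 15, was 11 to 20 with limma voom, RLE size factors, total counts only, at least 10 counts in every library, the earlier quasi-likelihood fit, robust estimation, without mitochondrial genes, or with an absolute Log2FC of at least 1, and 11 to 15 of the same genes were called in each of these. With total counts only, 8 were higher and 6 lower, against 5 and 10 with TMM. It moved to 388 with DESeq2 (146 higher, 242 lower), to 578 without a filter on low counts (341 higher, 237 lower), to 136 against the 5 libraries without ONX-0914, to 3 in a model of the compared groups alone and to 2 with glmTreat. DESeq2 and the fit without a filter called all 15 genes. It was 0 to 3 across the fits that each left out 1 control or DMSO library. Of the added tests over all 7 libraries and over the compared groups, the likelihood-ratio test gave 562 and 300 DEG, and the exact test of the compared groups 264. With the filter of over 1 CPM in 2 libraries these were 561, 315 and 254. The causes were not tested, apart from the smaller number of libraries in the fits that leave some out.

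The number of DEG with DMSO, 2, was also 2 with RLE size factors, total counts only, the earlier quasi-likelihood fit, robust estimation, without mitochondrial genes, with glmTreat and with an absolute Log2FC of at least 1. It was 9 with DESeq2, 11 without a filter on low counts, 0 with limma voom (300 genes at an unadjusted p under 0.05) and 0 with at least 10 counts in every library (290 genes). It was 141 in a model of the control and DMSO libraries alone and 0 to 146 across the fits that each left out 1 library, the high values being those without an ONX-0914 library. The added likelihood-ratio tests gave 15 over all 7 libraries and 294 over the compared groups, the exact test gave 276, with over 1 CPM in 2 libraries they gave 13, 290 and 253, and the gene length correction gave 116.

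Between ONX-0914 and DMSO, the 6 DEG were 238 with DESeq2, 297 without a filter, 11 with RLE size factors, 10 with at least 10 counts in every library, 3 with total counts only (1 higher, 2 lower), 1 with glmTreat and 0 in a model of those groups alone (821 genes at an unadjusted p under 0.05). Leaving out any 1 control library gave 0 to 0 (1415 to 1446 genes at an unadjusted p under 0.05). The added tests gave 329, 63 and 59, and with the CPM filter 337, 53 and 49. The protein-coding DEG, 11 (7 lower, 4 higher), were 14 with the earlier quasi-likelihood fit (10 lower, 4 higher), 358 with DESeq2 (223 lower, 135 higher) and 0 in the model of the compared groups (1864 genes at an unadjusted p under 0.05). With the added tests they were 511 (229 lower, 282 higher), 254 (118 and 136) and 224 (102 and 122), and with the CPM filter 487 (224 and 263), 246 (115 and 131) and 211 (95 and 116). Other fits counted for it after seeing the data gave 512 without a filter (198 lower, 314 higher), 15 with limma voom (12 and 3), 15 with RLE size factors (11 and 4), 14 with robust estimation (10 and 4), 13 without mitochondrial genes (9 and 4), 9 with total counts only (3 and 6), 9 with at least 10 counts in every library (5 and 4), 0 with glmTreat (314 genes at an unadjusted p under 0.05) and 0 with the replicate block (1783 genes).

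The distance between the ONX-0914 libraries, 2.91, was 2.92 with total counts only, 2.57 with the same 500 genes for all pairs, 2.32 with a prior count of 10, 2.31 with at least 10 counts in every library and 2.02 with 2000 genes. The median Log2FC of the glutamate receptors ranged from −0.092 to 0.06 across the fits that each left out 1 library, with −0.001 without control replicate 1, and the directional tests of the list as a set had a p over 0.05 in each alternative run for it with a test. Of its single genes, 0 were called in the main setting, 5 with DESeq2, 5 without a filter and 1 each with limma voom and the earlier quasi-likelihood fit. Of the Fig. 2d genes, the single call was lost with at least 10 counts in every library (0), against DMSO (0), in a model of the compared groups alone (0), with glmTreat (0) and with total counts only, which called 1 red gene instead, and 0 to 0 were called across the fits that left out 1 library. Proteasome subunit genes had 0 calls in each alternative set for them. Counted after seeing the data, they had 1 call, Psmb5, with DESeq2 and with the likelihood-ratio test over all 7 libraries, with and without the CPM filter, and 0 in the other fits. Of the 13 marker lists, 8 had an adjusted p under 0.05 with camera, 2 with fry (neocortex and endothelium), 0 with an estimated correlation, and 7 to 8 across the fits that left out 1 library.

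The replicate numbers were not taken to pair the samples, since nothing in the paper ties them. Same-numbered samples deviated together with a correlation of 0.02 between control and ONX-0914 and of −0.11 between control and DMSO. Each value rests on a single difference per group, and the ONX-0914 libraries differed widely from each other, so a pairing is not excluded. With the replicate number as a block, 1 gene was called with ONX-0914 against control, 0 with DMSO against control (281 genes at an unadjusted p under 0.05), 0 between ONX-0914 and DMSO (1641 genes) and 0 of the Fig. 2d genes, and the medians of the glutamate receptor (−0.036), choroid plexus (−0.092) and oligodendrocyte (−0.058) lists changed sign.

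In fits with a test, other reversals were those of Psmb8 without control replicate 3 (Log2FC −0.20, in a range up to 0.512 across the fits that left out 1 library), 1500015A07Rik against DMSO (−0.79), AC165951.1 against DMSO (adjusted p = 0.553, edgeR), the oligodendrocyte list against DMSO (−0.102) and without control replicate 3 (−0.006, in a range from −0.429 to 0.555 across such fits), the immediate early genes against DMSO (−1.149) and the proteasome core and cap list with total counts only (0.066). In the fits without an ONX-0914 library, for which no p is given, the sign also changed without replicate 1 for the lists of striatum (−0.012), thalamus and midbrain (−0.591), CA1 (0.257), oligodendrocytes (−0.429) and glutamate receptors (−0.092), and without replicate 2 for Psmb8 (−0.143), Psmb9 (0.133), choroid plexus (−3.069) and immediate early genes (−0.641). Over the other alternatives set beforehand, single named genes were the same in 256 cases, past the threshold in 32 and no longer past it in 19. Gene lists were the same in 90, past it in 3 and no longer past it in 16. With 1 library left out, named genes were the same in 112 cases, no longer past the threshold in 31 and moved in 18, and lists were the same in 106 and moved in 26. Under the added tests, named genes were the same in 61 cases and past the threshold in 81. Of 14 genes of Fig. 2c, 8 were not tested because too few libraries held enough counts, and Chrna2 rests on 1 count in ONX-0914 replicate 1 and 12 in replicate 2.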

Differences from the paper's values

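The likelihood-ratio and exact tests of this part were chosen only after the results were seen. The paper reports 304 DEG with ONX-0914, and 15 were found. Of the alternatives set before the data were examined, DESeq2 gave 388, within 1.5 times the paper's number, and the others did not come within it. The likelihood-ratio test of the compared groups gave 300 and the exact test 264, and with a filter of over 1 CPM in 2 libraries they gave 315 and 254, all chosen after seeing the values.

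The paper reports 12 DEG with DMSO, and 2 were found. DESeq2 gave 9 and the fit without a filter on low counts 11, and no other alternative set before the data were examined came as close. The likelihood-ratio test over all 7 libraries, chosen after seeing the values, gave 15, and 13 with the CPM filter, while it gave 294 over the compared groups. No single setting was within 1.5 times both of the paper's numbers except DESeq2.

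The paper keeps 271 protein-coding DEG not affected by DMSO, of which 110 were lower and 161 higher. Here, 11 were found, of which 7 were lower and 4 higher. DESeq2 gave 358, with 223 lower and 135 higher, so its total and its number of higher genes are within 1.5 times the paper's and its number of lower genes is not. The 2 other alternatives set for this count before the data were examined, the earlier quasi-likelihood fit with 14 (10 lower, 4 higher) and the model of the compared groups with 0 (1864 genes at an unadjusted p under 0.05), were not within it for any of the 3 numbers. Of the fits counted after seeing the values, the one without a filter on low counts gave 512 (198 lower, 314 higher), and 8 others gave 0 to 15. After seeing the values, the likelihood-ratio test of the compared groups gave 254 (118 lower, 136 higher) and the exact test 224 (102 lower, 122 higher), and with the CPM filter they gave 246 (115 and 131) and 211 (95 and 116).

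For Grm4, the paper's Log2FC is −1.5 and the value found is 1.99, and none of the alternatives set before the data were examined, with values of 1.25 to 2.51, gave a negative value, nor did the added ones. The paper's text gives a decrease of Grm4, while its Fig. 2d draws the gene in red. Of the other values of Log2FC in the text, 7 were compared here, and they differed from those found by less than the standard error.

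The paper states that all genes with a Log2FC in its text are significant, and of 8 of them none was called. DESeq2 called 7 of these, the fit without a filter on low counts called 8, limma voom and the earlier quasi-likelihood fit called 1. The likelihood-ratio tests and the exact test, chosen after seeing the values, called 8, and the exact test with the CPM filter 7. The paper draws the 70 genes of Fig. 2d as significant, and 1 was called here. That gene is blue. Of the 40 red and 30 blue genes, DESeq2 called 34 and 28, the fit without a filter 40 and 30, limma voom 4 blue genes, the earlier quasi-likelihood fit 3 blue genes, and RLE size factors, robust estimation and the fit without mitochondrial genes 2 blue genes each. Total counts only called 1 red gene. Of the tests chosen after seeing the values, the likelihood-ratio test called 40 and 30 over all 7 libraries and 32 and 30 over the compared groups, and the exact test 29 and 29. With the CPM filter these were 40 and 30, 31 and 30, and 27 and 28. Of 14 genes labelled in Fig. 2c, none was called here, 4 with DESeq2, 11 without a filter on low counts, and 1 each with RLE size factors, total counts only and robust estimation. The tests chosen after seeing the values called 6, 3 and 3, and 10, 8 and 8 with the CPM filter.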

Other observations

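The tests of outside tissue and of shared controls for the genes of Fig. 2d, of neocortical tissue in each ONX-0914 library and of a strain or donor variant were chosen only after the results were seen.

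Psmb8, Psmb9 and Psmb10 encode the catalytic subunits of the immunoproteasome, which ONX-0914 inhibits. Psmb8 had a Log2FC of 0.17 (FDR = 0.873, edgeR) between ONX-0914-treated and control mice, at 3.01 ± 0.697 CPM (SD, n = 2) and 2.88 ± 1.45 CPM (SD, n = 3), Psmb9 had −0.35 (FDR = 0.662, edgeR) and Psmb10 −0.33 (FDR = 0.413, edgeR). Psmb8 and Psmb9 had 5 to 16 counts per library outside ONX-0914 replicate 2, so changes of moderate size were not detectable at this depth. The immunoproteasome list had a median of −0.33 (adjusted p = 0.513 over 5 lists, limma's camera), and without ONX-0914 replicate 2 it was −0.14. The 31 core and cap subunits of the proteasome had a median of −0.06 (adjusted p = 0.286, limma's camera). The constitutive catalytic subunits had a median of −0.73 (adjusted p = 0.0233 with limma's camera, adjusted p = 0.16 with fry), which rests on ONX-0914 replicate 2, where it was −1.04 against −0.08 in replicate 1. Psmb7 in particular had 50.6 CPM there and 521 to 604 CPM in the other 6 libraries. No subunit gene was called among the 2447 genes at an unadjusted p under 0.05.

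The 7 tested mitochondrially encoded protein genes had a median Log2FC of 1.32 with ONX-0914 (adjusted p = 1.38e-05 with limma's camera, adjusted p = 0.16 with fry), with 0.48 in ONX-0914 replicate 1, 1.87 in replicate 2 and 0.42 and 0.47 in the DMSO libraries. Of the 13 listed, 7 had over 3 counts in all control libraries, and Fig. 2d shows 4.

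The marker lists moved in different ways between ONX-0914-treated and control mice. The adjusted camera p was 4.42e-05 for striatum (median 1.68), 0.000374 for thalamus and midbrain (2.16, 7 of 7 tested genes higher), 0.000374 for neocortex (1.11, 6 of 6), 0.000374 for endothelium (0.82, 4 of 4), 8.19e-07 for blood (3.82, 4 of 4), 0.0243 for microglia (0.73, 6 of 8), 0.00367 for dentate gyrus (−0.66, 1 of 7 higher) and 0.0322 for CA1 (−0.22, 3 of 6). CA3 had a median of −0.51 (adjusted p = 0.321), choroid plexus 0.28 (0.843), oligodendrocytes 0.16 (0.753), astrocytes −0.20 (0.356) and immediate early genes 0.12 (0.868). Of these, only neocortex and endothelium passed with fry (adjusted p = 0.018 for each), and none passed with an estimated correlation. ONX-0914 replicates 1 and 2 had opposite or unequal medians for most lists, at −1.69 and 0.27 for CA1, −2.06 and −0.18 for dentate gyrus, −0.55 and −0.35 for CA3, 0.11 and 1.04 for microglia, 0.57 and −0.41 for oligodendrocytes, −0.27 and 1.19 for choroid plexus, −0.08 and −0.34 for astrocytes and −0.50 and 0.42 for immediate early genes. Endothelium was alike in both, at 0.82 and 0.74.

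The neocortex list was higher in both ONX-0914 libraries, with medians of 0.95 and 1.41. Of its 8 genes, 5 had over 3 counts in all control libraries, none is in another list and Fig. 2d shows 1. The most abundant, Tshz2, had 48.8 to 160 CPM in control and 95.9 and 105 CPM with ONX-0914, within the control range, and Cux2 had 24.2 to 31.7 CPM in control and 61.4 and 69.9 CPM. The lower of the medians was 0.94 after thinning, which argues against library size. A further 8 neocortical genes, all with over 3 counts in the control libraries, had a median of −0.49 in ONX-0914 replicate 1. There, 7 of them were below all control libraries. This argues against neocortical tissue as the only difference of that library. It does not exclude such tissue, because the CA1 and dentate gyrus lists were also lower there, at −1.695 and −2.064. In replicate 2 neocortical tissue cannot be told apart, because these 8 genes went both ways, 4 above and 3 below all control libraries with a median of 0.20. An effect of ONX-0914 on the listed genes stays open and was not tested apart from the group comparison.

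All 30 genes drawn blue in Fig. 2d were lower than in the control libraries in both ONX-0914 libraries, which differ from each other in most other respects. After removal of the dependence on purine content in ONX-0914 replicate 2, their median there was −1.34, against −1.29 before, which argues against base composition. The shared controls are argued against by the DMSO libraries, against which the blue genes had a median Log2FC of −1.15, while DMSO against control gave −0.14. Tissue from outside the hippocampus cannot be told apart, because in ONX-0914 replicate 2 the CA1 genes went both ways, 3 above and 3 below all control libraries with a median of 0.27. A response to ONX-0914 also stays open, and the study picked these genes from the same libraries.

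Whether the shared controls account for a correlation between the ONX-0914 libraries was not settled by simulation. The correlation across genes of their log2 differences from control was 0.20, while unchanged groups simulated against the same controls gave 0.26 to 0.31, with a median of 0.28 (100 draws). The simulation gave every library a spread estimated from all 7 libraries. The real control libraries lay closer together than the ONX-0914 libraries (distances of 1.44 to 1.57 against 2.91). Noisier controls raise the simulated correlation, so the simulation cannot decide how much shared controls alone give. The same limit holds for the simulated values that follow. The Log2FC of ONX-0914 and of DMSO, both against control, correlated across genes at 0.25, against 0.38 to 0.42 in 20 simulated draws. Of the 15 DEG with ONX-0914, 9 had the same sign with DMSO, where 13 of the 15 genes with the lowest p did in the median simulated draw.

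AC165951.1 and 1500015A07Rik were the 2 genes called both with ONX-0914 and with DMSO, and Cwc22 was also higher in both injected groups, as was Baiap2l1 in 3 of 4 injected libraries. CD1 mice are outbred, and a strain or donor variant that the control mice shared could give the same counts as an effect of injection. The 2 genes cannot be told apart on this, because no genotype was analysed and the control mice form a group of their own.

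The number of DEG with DMSO rose from 2 to 141 when the ONX-0914 libraries were left out of the model. In that comparison, the Log2FC depended on gene length (Spearman's rho of −0.26 across genes, which are not independent replicates). A gene length correction per library removed the dependence (rho of 0.01) and left 116 DEG, against 140 without it among the 12674 genes with a length, and 100 were shared, which argues against gene length as the whole cause. Within the joint model, the spread between the ONX-0914 libraries enters the test of DMSO, and without ONX-0914 replicate 1 or 2 the number was 131 or 146.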
